A study of Saccharomyces cerevisiae with 6 samples.

How the data were processed

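The study profiled the binding of 2 related zinc-cluster transcription factors of budding yeast (Saccharomyces cerevisiae), Pdr1 and Pdr3, by CUT&RUN. In this assay an antibody bound to permeabilised nuclei recruits a fused micrococcal nuclease, which releases the DNA beside the bound protein for sequencing. Per the labels' protocols, nuclei were split between an anti-c-Myc antibody and a control rabbit IgG, and E. coli DNA was spiked in when the digestion was stopped. There were 6 libraries. The strain labelled YRP10, whose tag is not given in the sources used here, gave 2 c-Myc and 2 IgG libraries for Pdr1, and the strain labelled Pdr3_3xmyc gave 1 c-Myc and 1 IgG library for Pdr3. Groups and replicate numbers came from the sample titles.

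One peak list was used for each of the 3 c-Myc libraries. No file of the IgG libraries was used here, so no value from a control antibody stands beside the values below. The deposited lists are in narrowPeak format without a header. The aligner, the peak caller, its settings, the use of the IgG and spike-in reads, and the genome build are not given in the sources used here. Each list belongs to 1 sample. Each peak has a start, an end, a summit, a fold enrichment, a −log10 p and a −log10 q, all as the authors' peak caller wrote them. The lists have no header, so reading the signal value of each peak as a fold enrichment on a linear scale was an assumption. The reference of that ratio is not stated. The deposited −log10 p-value was not used further, and the deposited −log10 q-value was used to filter peaks. The deposited score equalled 10 times the −log10 q, rounded down, in 100% of the peaks and was not used on its own. The lowest −log10 q was 5.05 in each Pdr1 list and 7.46 in the Pdr3 list. The lists hold no read counts, so the depth of the libraries is unknown. Fold enrichments were used to describe and rank peaks within a list. Starts and ends are given counted from 1.

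Gene names and models came from a RefSeq gene table of assembly R64 of the reference strain S288C, which held 6002 protein-coding genes on the nuclear chromosomes. The strand of a gene was read from its systematic name (W or C). Because the lists name no build, their fit to R64 was checked before genes were assigned: every summit was shifted by fixed distances and the share between protein-coding genes was recomputed. The check cannot resolve a difference of about 100 bp, so gene assignments were also recomputed with all summits moved by 100 bp either way. No gene coordinates are reported. A summit was assigned to every gene whose 1000 bp upstream of the annotated start held it, so that 1 summit can belong to more than 1 gene, and otherwise to the gene it lay in or nearest to.

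Pdr1 peaks of both replicates that overlapped by at least 1 bp were merged, and a merged region holding a peak of each replicate was called a shared region. Its summit was that of its strongest replicate 1 peak. Overlaps were compared with 1000 random placements of the same peak widths on the same chromosomes (one-sided permutation of positions), and the share of summits between genes with 1000 sets of random points (two-sided permutation of positions). These tests compare lists, not conditions. Chromosome lengths were taken as the last annotated base or peak end. A list of 20 reported Pdr1/Pdr3 target genes was fixed before the data were examined: PDR5, SNQ2, YOR1, PDR10, PDR15, PDR3, PDR16, RSB1, TPO1, IPT1, HXT9, HXT11, FLR1, RTA1, ICT1, RPN4, GRE2, BDH2, CIS1 and PDR18. All 20 were found in the gene table. They were compared with the other 5982 genes by Fisher's exact test (two-sided). Neighbouring genes can share a summit, so genes are not independent in that test. Shares carry 95% Wilson intervals, which cover counting error only. Spearman's rho over shared regions carries a 95% bootstrap interval over regions (2000 resamples), and regions are not replicates.

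The genes named in the text follow a rule also fixed before the data were examined: the listed genes, the genes at the 10 shared regions with the best mean of both within-list ranks by fold enrichment, PDR1, and every Pdr3 peak. Genes named outside the rule are marked as such. Other settings chosen before the data were examined were a −log10 q of at least 10, a reciprocal overlap of 50%, summits within 100 bp, equal numbers of peaks, single replicates, 500 bp upstream, upstream windows ending at the neighbouring gene, and gene models including RNA genes. Random placement between genes, ranks by −log10 q and the 100 bp shifts were added after the data were examined. The planned comparisons of the response element sequence and its flanking bases were not run, because no genome sequence was used here.

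The procedures were tested on simulated data. Of 40 simulated lists of 485 peaks placed at random, 0% were called as overlapping replicate 1, and 5% of 40 sets of random summits were called as misplaced relative to genes. A list in which 49.9% of the peaks had been planted on replicate 1 peaks returned 49.9% after the random share was removed. That share was taken from the unplanted peaks of the same list, so the result shows only that planted overlaps were detected. All 15 of 15 planted listed genes were counted. They were entered as genes, so the assignment of summits to genes was not tested. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.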

Results

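CUT&RUN peak lists were examined for 3 c-Myc antibody libraries of budding yeast, 2 for Pdr1 (replicates 1 and 2) and 1 for Pdr3. Pdr1 and Pdr3 are the activators of the pleiotropic drug resistance (PDR) genes, many of which encode membrane transporters that export drugs. The study's title names the activity of these factors at binding sites with different flanking sequences as its subject. The lists allow 4 comparisons: the Pdr1 replicates with each other, the peaks with the gene models, both factors with each other, and the bound promoters with the known PDR genes. The Pdr3 library has no replicate, and read depth is unknown for every library.

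The replicate 1 list held 792 peaks and the replicate 2 list 485 peaks, each spread over 16 chromosomes. The Pdr3 list held 7 peaks on 5 chromosomes. Median peak width was 257 bp in replicate 1 (quartiles 155 and 406 bp), 230 bp in replicate 2 (quartiles 162 and 356 bp) and 167 bp for Pdr3. The peaks covered 258 kb in replicate 1, 138.1 kb in replicate 2 and 1.43 kb for Pdr3. Fold enrichment, as given by the authors' peak caller, had a median of 4.86 in replicate 1 (range 1.96 to 37.5), 4.85 in replicate 2 (range 2.34 to 25.6) and 5.48 for Pdr3 (range 2.36 to 12.6). With a −log10 q of at least 10, the lists kept 599, 379 and 6 peaks.

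The replicates were compared first. Of the 485 replicate 2 peaks, 418 (86.2%, 95% Wilson interval 82.8 to 89.0%) overlapped a replicate 1 peak by at least 1 bp. Random placement of the replicate 2 peaks gave a mean of 4.06% and at most 7.01% (one-sided permutation of positions, p = 0.001, the smallest that 1000 placements can give). When the random summits were kept between genes, the mean rose to 11.8% and the highest value to 16.1% (permutation p = 0.001). In the other direction, 413 of the 792 replicate 1 peaks (52.1%, 48.7 to 55.6%) overlapped a replicate 2 peak, against a random mean of 2.49% (permutation p = 0.001). The setting that moved the replicate 2 share most was a comparison of equal numbers of peaks, the strongest 485 of each list, in which 59.0% overlapped.

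Merging gave 409 shared Pdr1 regions. The strongest summits of the replicates lay a median of 27 bp apart (quartiles 10 and 68 bp). They were within 100 bp of each other in 340 regions (83.1%, 79.2 to 86.4%) and at the same base in 40. The replicates ranked these regions differently. Spearman's rho of fold enrichment across regions was 0.31 (95% bootstrap interval 0.22 to 0.40), and rho of −log10 q was 0.54 (0.46 to 0.61).

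The position of the peaks relative to genes was compared with the R64 gene models. In replicate 1, 678 of 792 summits (85.6%, 83.0 to 87.9%) lay between protein-coding genes, against a mean of 27.3% and at most 33.6% for random points (two-sided permutation of positions, p = 0.002, the smallest that 1000 sets can give). In replicate 2 the share was 427 of 485 (88.0%, 84.9 to 90.6%), against a random mean of 27.2% (permutation p = 0.002). Of the 7 Pdr3 summits, 5 lay between genes (71.4%, 35.9 to 91.8%; two-sided permutation p = 0.034), and the test missed the threshold of 0.05 when the 6 peaks with a −log10 q of at least 10 were used (permutation p = 0.0979). Shifting all summits by 500 bp lowered the share to 39.9% and 40.7% in replicate 1, depending on the direction, and to 43.5% and 46.0% in replicate 2. On each of the 16 chromosomes the share was higher without a shift than with a shift of 500 bp either way. A summit lay within 1000 bp upstream of an annotated start for 704 replicate 1 peaks (88.9%), 434 replicate 2 peaks (89.5%) and all 7 Pdr3 peaks. No random share was computed for this count. It therefore cannot show a preference for upstream windows beyond that for the space between genes.

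**Figure D1:**
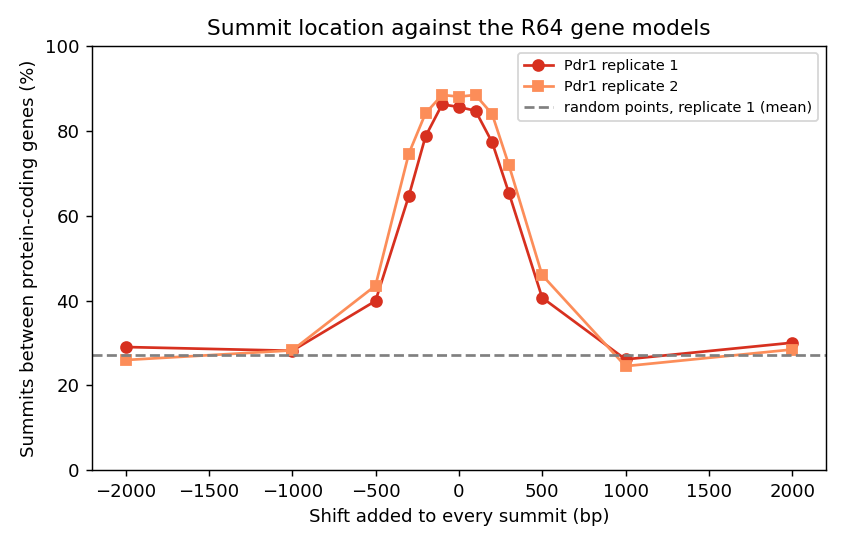
Share of Pdr1 summits between protein-coding genes of assembly R64 (y axis, percent) after every summit was moved by the distance on the x axis (bp), for replicates 1 and 2; the dashed line is the mean of random points for replicate 1. Without a shift the shares were 85.6% and 88.0%, and with shifts of 1000 bp or more they were near the random mean of 27.3%.

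The 10 shared regions with the best mean rank were the following, with coordinates as deposited. The region at the top lay on chromosome XIV from 217248 to 217744, upstream of PDR16 (YNL231C). It had fold enrichments of 37.5 in replicate 1 and 25.04 in replicate 2, and both replicates had their summit at base 217489. The region in position 2, on chromosome XV from 987175 to 988754, had its summits inside the coding region of PUT4 (YOR348C) and fold enrichments of 21.4 and 20.2. The region in position 3, on chromosome XI from 428643 to 429214, lay between the divergent genes CAP1 (YKL007W) and LAC1 (YKL008C). Its fold enrichments were 16.2 and 13.1. The region on chromosome IV from 591361 to 592400, upstream of IPT1 (YDR072C) and SNF11, had fold enrichments of 15.1 and 16.0, with the same summit base, 591772, in both replicates. The region upstream of RSB1 (YOR049C), on chromosome XV from 424013 to 425061, ranked 20 in replicate 1 and 1 in replicate 2, with fold enrichments of 13.6 and 25.6. A region on chromosome XV from 472455 to 472661, upstream of BUD21 and SKI7 with its summit inside RTS2, ranked 2 in replicate 1 (27.6-fold) and 19 in replicate 2 (9.66-fold). A region on chromosome XVI from 425194 to 425758, upstream of RGL1 (YPL066W) and YPL068C with its summit inside HTC1 (YPL067C), had fold enrichments of 21.2 and 9.80. The PDR5 (YOR153W) region on chromosome XV from 618469 to 619718 ranked 26 and 3, with fold enrichments of 12.8 and 23.1. Next came a region upstream of YGR035C with its summit inside YGR035W-A, on chromosome VII from 557518 to 558001 (13.1 and 15.3). The last of the 10 was a region upstream of MPF1 (YNL144C) on chromosome XIV from 355179 to 355874 (18.7 and 8.60). Ranked by −log10 q instead of fold enrichment, 7 of these 10 regions were still among the top 10.

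**Figure D2:**
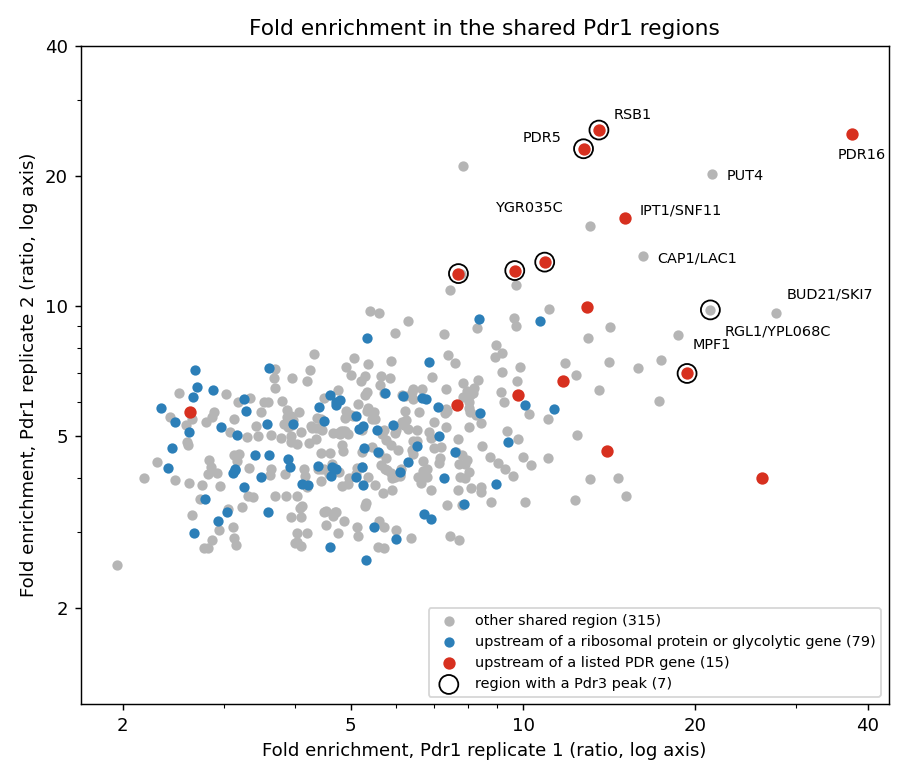
Fold enrichment in the 409 shared Pdr1 regions, replicate 1 on the x axis and replicate 2 on the y axis (ratios as deposited, log axes); each point is 1 region, coloured by the class of gene it lies upstream of, and open circles mark regions with a Pdr3 peak. The PDR16 region was highest in replicate 1 at 37.5, and the RSB1 region was highest in replicate 2 at 25.6.

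Pdr3 was then compared with Pdr1. All 7 Pdr3 peaks overlapped a shared Pdr1 region (95% Wilson interval 64.6 to 100%), against a mean of 0.169 peaks and at most 2 when they were placed at random (one-sided permutation, p = 0.001), and against a mean of 0.546 and at most 4 when random summits were kept between genes (permutation p = 0.001). When a reciprocal overlap of 50% was required, between the Pdr1 replicates as well as with Pdr3, 0 of the 7 met it. The Pdr3 peaks were 122 to 340 bp wide, and each was narrower than the region it overlapped. Pdr3 summits lay at most 40 bp from the replicate 1 summit and at most 36 bp from the replicate 2 summit of the region. The strongest Pdr3 peak, 12.6-fold, was on chromosome II from 217138 to 217455, upstream of PDR3 itself (YBL005W) and of SLA1 and LDB7. Its summit at base 217265 was also that of replicate 1. The peak upstream of RSB1 (chromosome XV, 424362 to 424563) was 9.26-fold enriched, and its summit lay 1 bp from the summit of each Pdr1 replicate. The peak upstream of PDR5 (chromosome XV, 619245 to 619584) was 8.26-fold enriched, with its summit at base 619413 in all 3 lists, and had the highest −log10 q of the Pdr3 list, 136. The peaks upstream of PDR15 (YDR406W; chromosome IV, 1278756 to 1278889) and of RGL1 and YPL068C, inside HTC1 (chromosome XVI, 425253 to 425374), had fold enrichments of 5.48 and 5.02. The weakest were upstream of SNQ2 (YDR011W; chromosome IV, 465213 to 465362), at 3.26-fold, and of TPO1 (YLL028W; chromosome XII, 84265 to 84431), at 2.36-fold. The SNQ2 summit lay inside the annotated gene YDR010C. The regions with a Pdr3 peak held positions 5 to 40 of the shared Pdr1 ranking, with a median of 14. PDR16, in position 1, had no listed Pdr3 peak.

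The last comparison asked how many of the known PDR genes had a peak upstream. A shared Pdr1 summit lay within 1000 bp upstream of 15 of the 20 listed genes (75%, 53.1 to 88.8%) and of 522 of the 5982 other genes (8.73%; Fisher's exact test, two-sided, p = 1.59e-12). With 500 bp upstream, the setting that lowered this most, 60% of the listed genes had one. Counted per list, 19 of the 20 listed genes had a summit upstream in replicate 1 (95%; 15.2% of the other genes; Fisher's exact p = 6.13e-15), 15 in replicate 2 (75%; 10.0% of the others; exact p = 1.11e-11) and 6 in the Pdr3 list (30%; 4 of the 5982 others; exact p = 1.25e-13). The listed genes with a Pdr3 summit were PDR5, SNQ2, PDR15, PDR3, RSB1 and TPO1, and each also had one in both Pdr1 replicates. The summits upstream of RSB1 were all more than 500 bp from its annotated start.

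Among the listed genes, HXT11, FLR1, ICT1 and GRE2 had a peak in replicate 1 alone. The GRE2 peak (YOL151W; chromosome XV, 43479 to 43629) ranked 8 of 792 at 18.2-fold, the ICT1 peak (YLR099C; chromosome XII, 341014 to 341251) was 10.8-fold enriched, and the FLR1 peak (YBR008C; chromosome II, 255009 to 255142) was 4.04-fold enriched. HXT11 and HXT9 are near-identical copies, and how the authors assigned reads between them is not stated. HXT9 had a peak in both replicates (7.68-fold and 5.92-fold) and HXT11 in replicate 1 (8.89-fold). PDR10 (YOR328W) had the peak of rank 3 in replicate 1 (chromosome XV, 931206 to 931508), at 26.1-fold, and the peak of rank 362 in replicate 2, at 4.00-fold. CIS1 (YLR346C) ranked 19 and 263, with fold enrichments of 14.0 and 4.63. YOR1 (YGR281W) had fold enrichments of 12.9 and 9.96, RPN4 (YDL020C) 11.8 and 6.71, BDH2 (YAL061W) 9.80 and 6.22, and RTA1 (YGR213C) 5.08 and 5.69. For RTA1 the strongest peaks of the replicates lay apart, and its shared region (summits at bases 920043 and 920116) held a weaker replicate 1 peak of 2.62-fold. That region, in position 338 of the shared ranking, also lay upstream of the ribosomal protein gene RPS0A, named outside the rule. No peak was listed upstream of PDR18 (YNR070W). Upstream of PDR1 itself (YGL013C) both replicates listed a peak near the bottom of their ranking, with fold enrichments of 2.60 (rank 773) and 2.52 (rank 483). A second, weaker replicate 1 peak (1.96-fold) overlapped the replicate 2 peak, with summits at bases 472661 and 472628, and formed the last of the 409 shared regions.

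**Figure D3:**
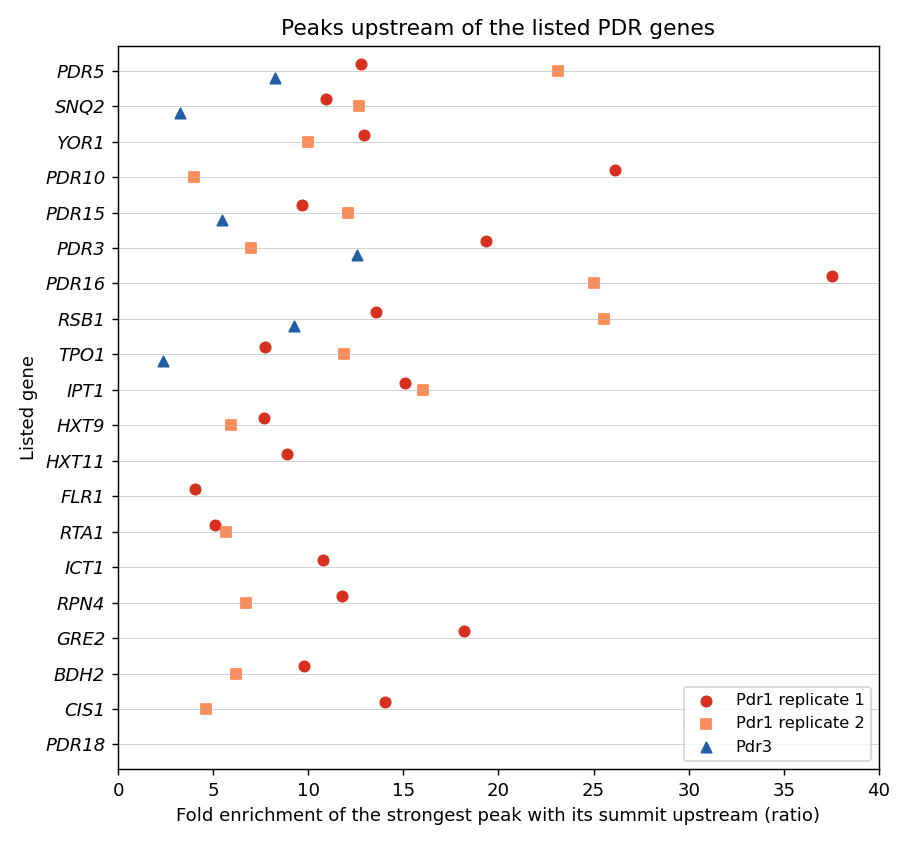
Fold enrichment (x axis, ratio as deposited) of the strongest peak with its summit within 1000 bp upstream of each of the 20 listed genes (y axis), for Pdr1 replicate 1 (circles), Pdr1 replicate 2 (squares) and Pdr3 (triangles); a missing symbol means that no such peak was listed. Circles are present for 19 genes, squares for 15 and triangles for 6.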

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

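Random placement between genes, ranks by −log10 q and summits moved by 100 bp were tests chosen after the data were examined, and the other settings were chosen before. Most results kept their direction and their side of the threshold of 0.05. Of 61 recomputed comparisons and counts, 58 did so, or, for counts, stayed within 1.5 times the reported count, or, for Spearman's rho, within its bootstrap interval. That limit is wide: it holds the fall from 409 to 278 shared regions and from 792 to 599 replicate 1 peaks. The exceptions follow. Requiring a reciprocal overlap of 50% took the share of Pdr3 peaks in shared Pdr1 regions from 100% to 0% (one-sided permutation, p = 1). The alternative's construction explains this. For 5 Pdr3 peaks a Pdr1 region was still formed, of which each covered less than 50%, and for 2, at PDR3 and PDR15, none was formed, since the replicate peaks (334 and 145 bp, 727 and 156 bp) differed too much in width. With summits within 100 bp, 7 of 7 overlapped. With a −log10 q of at least 10, the share of Pdr3 summits between genes fell to 66.7% (4 of 6, permutation p = 0.0979), a test with 1 peak fewer. Ranking by −log10 q raised Spearman's rho between the replicates to 0.54, and the cause was not tested.

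The share of replicate 2 peaks that overlapped replicate 1 ranged from 59.0% (equal numbers of peaks) to 86.2%, and the share of replicate 1 peaks from 38.4% (reciprocal overlap) to 57.3% (equal numbers). Each stayed above the random placements (permutation p = 0.001). The number of shared regions ranged from 278 (equal numbers) to 409. Leaving out a Pdr1 replicate gave 75% of listed genes from replicate 2 alone and 95% from replicate 1 alone, so the 4 listed genes beyond the shared set rest on replicate 1. All 7 Pdr3 peaks overlapped a peak of either replicate taken alone. The listed-gene share from shared regions was 60 to 95% when 1 setting was changed or 1 replicate left out, with Fisher's exact p between 6.13e-15 and 6.80e-11. Counted per list, 500 bp upstream lowered it to 85% in replicate 1 (Fisher's exact p = 2.53e-14), 50% in replicate 2 (exact p = 1.20e-07) and 20% for Pdr3 (exact p = 1.34e-09). Moving the summits by 100 bp either way left the share from shared regions at 75%, and lowered that in replicate 1 alone to 90% in 1 direction, by FLR1.

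For single genes, the number of c-Myc lists with a summit upstream was unchanged in 94 of 105 recomputations over 21 genes and fell in the other 11. With 500 bp upstream, 6 genes lost at least 1 list: SNQ2, RSB1, TPO1, HXT9, FLR1 and RTA1. A −log10 q of at least 10 removed 1 list each for TPO1, FLR1 and PDR1. Ending the window at the neighbouring gene removed 2 of the 3 lists for SNQ2, whose Pdr3 summit lies in the annotated gene YDR010C. All 10 top regions stayed in the top 10 under the stricter q, the reciprocal overlap and the summit distance, and by −log10 q the CAP1/LAC1, BUD21/SKI7 and MPF1 regions moved to positions 13, 23 and 16.

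No paired analysis was possible because the IgG groups that share replicate numbers with the Pdr1 c-Myc group have no list used here. The alternatives planned for the response element and its flanking bases were not run, because no genome sequence was used here. Without read counts, a peak missing from replicate 2 or from the Pdr3 list cannot be separated from one that fell short of the authors' threshold.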

Other observations

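The tests in this part, except that of the length of the spaces between genes, were chosen after the peak lists had been seen. The explanations below are hypotheses found and tested on the same lists.

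A list of 20 genes can cover only a small part of the 409 shared Pdr1 regions, and the other 394 were looked at by class of gene. The listed genes did not sit evenly among the regions. The 15 regions upstream of a listed gene had a median mean rank of 34.5, against 297 for the others, a difference of -262 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give), and 11 of the 15 were among the top 50. The lower part of the shared ranking was rich in promoters of strongly transcribed genes. That ranking is a mean of ranks, in which the longer replicate 1 list weighs more. Single regions could rank low in 1 replicate only. Examples named outside the rule are the RPL24A/RPL30 region, with ranks 762 and 54, and the RPL12B region, with ranks 327 and 480. Of 132 cytosolic ribosomal protein genes chosen by name, 70 (53.0%) had a shared summit upstream, against 7.96% of the other genes (Fisher's exact test, two-sided, p = 1.09e-39). Of 21 glycolytic and fermentative genes, 14 (66.7%) had one, against 8.74% (exact p = 1.16e-10). The enrichment appeared in each replicate alone, at 72.0% and 54.5% of the ribosomal protein genes. The median positions of these regions were 258 and 324 of 409, and only 4 of them were in the top 50. A candidate explanation for part of the list is nuclease or antibody signal at open, active promoters that does not depend on Pdr1. These 80 regions are 19.6% of the shared set, so the explanation is untested for the rest. Of the 80, 1 is the RTA1 region, which also counts as upstream of a listed gene. Many ribosomal protein and glycolytic genes have near-identical copies, and binding of Pdr1 at these promoters stays open as well, because no control list was used here. It may be that the upper part of the mean ranking is the safer guide to Pdr1 targets, but this was not tested within each replicate.

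Longer spaces between genes could also collect more peaks. Spaces with a shared summit had a median length of 914 bp and those without 350 bp, a difference of 564 bp (two-sided permutation test, p = 1e-04, the smallest that 10000 resamples can give). Summits dropped between genes in proportion to length gave a median of 709 bp (95% of draws 637 to 788 bp), so length alone fell short of the observed 914 bp. Signal near tRNA genes, a known hot spot of chromatin assays, was not raised among the shared regions: 2 shared summits lay within 100 bp of a tRNA gene, against a mean of 9.26 for random points between genes. Replicate 2, taken by itself, gave a result that turns on the background chosen. Its 15 summits near tRNA genes exceeded the 3.15 of points placed anywhere (one-sided permutation, p = 0.001) but not clearly the 11.1 of points placed between genes (p = 0.152).

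The replicates differed by 307 peaks. Peaks of replicate 1 without a replicate 2 counterpart had a median −log10 q of 11.7, against 26.2 for shared ones, a difference of -14.5 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). Weaker peaks were thus shared less often, and peaks near the calling threshold may account for part of the difference. Below a −log10 q of 10, 148 of 193 replicate 1 peaks (76.7%) had no counterpart, against 231 of 599 (38.6%) at or above it. These 231 are 61.0% of the unshared peaks, and 38 (10.0%) exceeded the shared median, so how much the threshold explains stays open. Among the 100 strongest replicate 1 peaks by fold enrichment, 27 had no counterpart, and these were narrower, at a median of 216 bp against 565 bp for the others (permutation p = 6.00e-05). They include GRE2, ICT1 and HXT11 from the fixed list. Whether these narrow, strong peaks are sites that replicate 2 missed or an effect of low local background in replicate 1 was not tested, and no biological difference between the replicates is named by the labels.

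The replicates also differed near chromosome ends. Within 10 kb of an end, replicate 1 had 6 summits (0.758%, 95% Wilson interval 0.348 to 1.64%) where random points gave a mean of 20.8, and replicate 2 had 17 (3.51%, 2.20 to 5.54%) where random points gave 13.1 (Fisher's exact test between the lists, two-sided, p = 6.86e-04). None of the 17 summits lay in a replicate 1 peak, and none of the 6 lay in a replicate 2 peak. At the left ends the counts were 0 and 10, and at the right ends 6 and 7, so the counts differed mainly at the left ends. The first replicate 1 peak of any chromosome began at base 16007. Within 20 kb the lists had 20 and 25 summits. A smaller list cannot explain the deficit, since replicate 1 had 307 peaks more. Removal of reads that map to several places from replicate 1 alone would also empty the Ty retrotransposons. Against this, 27 replicate 1 summits (3.41%) and 16 replicate 2 summits (3.30%) lay in 39 Ty elements, recognised as pairs of long genes sharing a start (Fisher's exact p = 1). In favour of it, replicate 1 had 9 summits within 100 bp of a tRNA gene, another repeated family, against a mean of 18.1 for random points between genes, and fewer than the 15 of replicate 2 (Fisher's exact test between the lists, two-sided, p = 0.018). The evidence goes both ways, and such a filter stays open. A filter on chromosome ends alone, or a different chromatin state of the cultures, was not tested.

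A Pdr3 list that is the top of the Pdr1 ranking, seen at lower sensitivity, cannot be told apart here from a choice of sites particular to Pdr3. Of the top 7 shared regions, 5 had no Pdr3 peak, but the top 7 of the Pdr1 replicates also differed in 5 regions. The list did not look like the general promoter signal described for the lower part of the Pdr1 ranking. Of the Pdr3 peaks, 85.7% were upstream of a listed gene, against 2.24% of the other 402 shared regions (Fisher's exact test, two-sided, p = 5.48e-09). The other regions were not matched for rank. The Pdr3 regions held positions 5 to 40, and 11 of the 15 listed regions were in the top 50, so rank may account for part of this difference. The rank agreement between the Pdr1 replicates, with a rho of 0.31, leaves the Pdr1 order uncertain, for some of the strongest regions too, such as PDR10, which ranked 3 and 362. Some strong regions go against the lower-sensitivity reading: 5 of the top 10 regions, PDR16, PUT4, CAP1/LAC1, IPT1/SNF11 and YGR035C, had no Pdr3 peak and ranked above at least 3 regions with one in both replicates. How many such regions chance variation between libraries would give was not tested, so the reading stays open. With 1 Pdr3 library and no sequence used here, the choice of sites was not tested further.

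The PUT4 region stood apart as the region of position 2 with its summits inside a coding region and upstream of no gene. Of the 16 shared regions of that kind, the next was in position 107. A separate shared region in position 31, on chromosome XV from 989091 to 989696, lay upstream of PUT4 and of CIN1, named outside the rule. Its fold enrichments were 8.95 and 8.15. An offset between the deposited coordinates and the gene models on chromosome XV would move the other peaks too, but 86.7% of the 135 summits on that chromosome lay between genes, against 27.9% of random points (two-sided permutation, p = 0.002, the smallest that 1000 sets can give). What produces the peaks inside PUT4 was not tested.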
